# Taraxasterol suppresses the proliferation and tumor growth of androgen-independent prostate cancer cells through the FGFR2-PI3K/AKT signaling pathway

**DOI:** 10.1038/s41598-023-40344-w

**Published:** 2023-08-11

**Authors:** Jinqiu Yang, Chulin Xin, Guangfen Yin, Juan Li

**Keywords:** Cancer, Cell biology, Diseases, Oncology

## Abstract

Prostate cancer (PCa) is prevalent among older men and difficult to survive after metastasis. It is urgent to find new drugs and treatments. Several studies show that taraxasterol (TAX) has important anti-inflammatory, anti-oxidative and anti-tumor effects. However, the function and mechanisms of TAX in PCa remain unclear. Here, we found that TAX could significantly suppress the viability and growth of androgen-independent PCa cells and down-regulate the expression of c-Myc and cyclin D1 in vitro. Mechanistically, PI3K/AKT signaling pathway was weakened and the expression of FGFR2 was reduced after TAX treatment in androgen-independent PCa cells. Moreover, TAX evidently inhibited the tumor growth in nude mice and the expression of c-Myc, cyclin D1, p-AKT and FGFR2 were down-regulated in xenograft tumor. These results indicate that TAX suppresses the proliferation of androgen-independent PCa cells via inhibiting the activation of PI3K/AKT signaling pathway and the expression of FGFR2, which means TAX may be a novel anti-tumor agent for later PCa treatment.

## Introduction

Prostate cancer (PCa) is one of the common malignancies in men, ranking second in morbidity and fifth in mortality. Despite advances in screening and diagnosis, the incidence of PCa continues to increase by years^1^. The occurrence and development of PCa is a very complicated process, and there are many possibilities in the pathogenesis. Genetic and epigenetic changes of multiple genes, including fusion of TMPRSS2 with ERG^2^, amplification or overexpression of Myc^3,4^, deletion or inactivation of PTEN and TP53^5,6^, mutation or amplification of the androgen receptor (AR), initiate and promote the occurrence of PCa^7–9^. Inflammation, oxidative stress, abnormal telomerase activity and shortening of telomere length, cell senescence and abnormal expression of non-coding RNA all promote the process of PCa^10,11^. PCa is highly treatable in its early stages. The treatment of localized PCa includes active surveillance, local radiotherapy and prostatectomy^12^. Androgen deprivation therapy (ADT) by surgical or chemical castration is the most commonly used and effective treatment for PCa patients. Unfortunately, PCa patients often develop resistance to ADT, and cancer cells will undergo genetic changes and metastasize to distant tissues and organs, developing into castration-resistant prostate cancer (CRPC)^13^. The 5-year survival rate of PCa patients diagnosed with local lesions as high as 99%, but it’s only 30% for patients with metastatic PCa^14^. The complex pathogenesis and the sharp decline in survival rate make it urgent to find new strategies or targets for the prevention and treatment of PCa.

Dysregulation of phosphatidylinositol 3 kinase (PI3K)/protein kinase B (AKT) is closely associated with the development and progression of human cancer. Previous researches have shown that the activation of PI3K/AKT signaling pathway and alterations of oncogenic components in the PI3K/AKT signaling pathway can promote tumorigenesis by regulating cell migration, proliferation, survival and angiogenesis^15,16^. In addition, many studies have indicated that the PI3K/AKT signaling pathway is associated with the development of PCa. PI3K/AKT signaling pathway is regulated by the ErbB, EGFR and HER families to promote PCa cell growth. Inflammatory factors (CCR9, IL-6 and TLR3) can modulate the PCa cell apoptosis via PI3K/AKT signaling. The PTEN/PI3K/AKT pathway and PI3K/AKT/mTOR signaling pathway can accommodate PCa cell metastasis and invasion^17^. Moreover, PTEN deletion activates the PI3K/AKT/mTOR pathway, which is the most common molecular mechanism of CRPC and one of the causes of ADT resistance^18^. Fibroblast growth factor receptor 2 (FGFR2), has often happened somatic hotspot mutations, structural amplification and fusion in multiple cancers^19^. FGFR2 is mainly responsible for transduction of FGF signals into PI3K-AKT signaling casccascals^20^. A previous study found that the loss of FGFR2 is related to the malignant progression of prostate cancer and it will be a clinical therapeutic target^21^.

Chemotherapy can obviously improve the prognosis and survival of PCa patients, but the adverse reactions are serious and prone to drug resistance^22^. Therefore, it is urgent to find new anti-tumor drugs to maintain the life of PCa patients. Scientific studies have shown that many natural products and extracts could be used as the potential anti-tumor agents of PCa in recent years^23^. Taraxasterol (TAX), (3β, 18α, 18α)-Urs-20(30)-en-3-ol, is a pentacyclic-triterpene compound with various biological activities. TAX can be extracted from many types of plants and is one of the main active components of Taraxacum officinale Wigg^24^. Previous studies have proved that TAX has anti-inflammatory, anti-oxidative and anti-carcinogenic properties^25^. TAX can inhibit tumor cells growth of many types of cancer including nasopharyngeal carcinoma, breast carcinoma, colon carcinoma, cervix carcinoma, ovary carcinoma and so on^26–28^. TAX significantly suppresses the proliferation and tumor formation of gastric cancer cells by inhibiting EGFR/AKT1 signaling pathway^29^. TAX also can inhibit RNF31/p53 axis-driven cell proliferation in colorectal cancer by targeting RNF31^30^. In addition, TAX regulates the expression of Bax, Bcl-2 and cyclin D1 by up-regulating Hint1 transcription, selectively inhibits the proliferation of hepatocellular carcinoma cells, and induces G0/G1 cell cycle arrest and apoptosis^31^. However, the effect of TAX on the growth of PCa in vitro and in vivo and its mechanism have not yet been revealed.

Our study is aimed at investigating whether TAX can inhibit the proliferation of PCa cells and which signaling pathway and genes closely related to the anti-tumor effect of TAX. Here, we demonstrated that TAX can significantly suppress the proliferation of androgen-independent PCa cells and down-regulate the expression of c-Myc and cyclin D1 in vitro. In addition, we also found that TAX inhibited activation of the PI3K/AKT signaling pathway and reduced the expression of FGFR2 in androgen-independent PCa cells. Finally, we verified TAX evidently inhibited the tumor growth in nude mice and decreased the expression of c-Myc, cyclin D1, p-AKT and FGFR2 in xenograft tumor. These results show that TAX suppresses the proliferation of androgen-independent PCa cells through regulating the PI3K/AKT signaling pathway and FGFR2. Based on this, TAX could be a potential agent for the later clinical treatment of PCa.

## Results

### TAX suppresses the proliferation of androgen-independent PCa cells

To investigate the optimal treatment concentration of TAX in different androgen-independent PCa cells, DU145 and PC3 cells were treated with varying concentrations of TAX for 48 h to determine the viability of individual groups of cells. The results of CCK-8 assay showed that TAX reduced the viability of androgen-independent PCa cells in a dose-dependent manner and the 50% inhibition concentrations (IC_50_s) of TAX were 56 µM for DU145 cells and 30 μM for PC3 cells (Fig. 1a). Compared with the control cells without TAX treatment, the growth of DU145 and PC3 cells treated with TAX at the IC_50_ dose was significantly inhibited (Fig. 1b, c). Moreover, according to the colony formation assay, the treatment of TAX markedly reduced the colony size and number of DU145 (The size of colony ≥ 1.0 mm^2^) and PC3 (The size of colony ≥ 0.5 mm^2^) cells (Fig. 1d, e). In addition, the expression of c-Myc and cyclin D1 decreased after TAX treatment at both protein and mRNA levels in DU145 and PC3 cells (Fig. 1f–i). These data demonstrated that the TAX could inhibit the proliferation of androgen-independent PCa cells.

**Figure 1:**
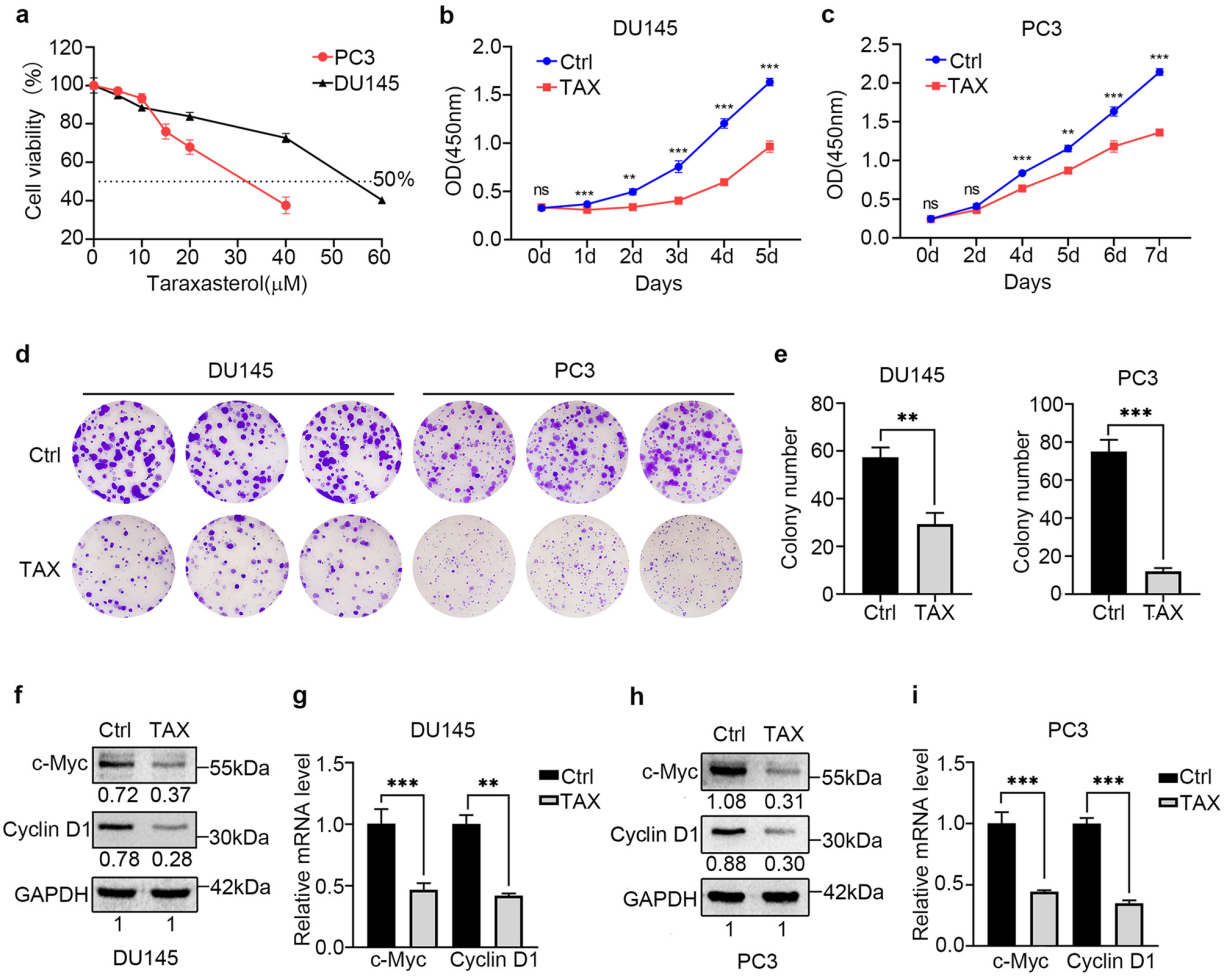
TAX inhibited the proliferation of PCa cells. (**a**) TAX reduced the cell viability of PCa in a dose-dependent manner. The DU145 and PC3 cells were treated with TAX (0, 5, 10, 20, 40 and 60 μM for DU145 cells; 0, 5, 10, 15, 20 and 40 μM for PC3 cells) for 48 h and the viability in individual groups of cells was determined by CCK-8. (**b**, **c**) The proliferation of DU145 and PC3 cells treated by TAX at the IC_50_ dose (56 µM for DU145 cells; 30 μM for PC3 cells) for 0–7 d was detected by CCK-8. (**d**, **e**) The colony formation ability of DU145 and PC3 cells were detected by crystal violet staining after treated with TAX for two weeks. (**f**–**i**) The expression of c-Myc and cyclin D1 in DU145 and PC3 cells after treated with TAX was examined by western blotting and real-time qPCR. The blots of c-Myc, cyclin D1 and GAPDH were cropped from different parts of the same gel. *ns* not significant; *p < 0.05; **p < 0.01; ***p < 0.001.

### TAX attenuates the PI3K/AKT signaling pathway and down-regulates the expression of FGFR2

Next, the mechanism by which TAX suppressed the proliferation of androgen-independent PCa cells was explored. 

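DU145 is a human prostate cancer cell line that came from a brain metastasis. RNA of 3 control cultures and of 3 cultures treated with 56 µM TAX for 48 h was sequenced. The control cultures are described as kept in medium, while TAX was dissolved in DMSO. Whether the control cultures also received DMSO is not stated, so the effect of the solvent cannot be separated from that of TAX. The authors deposited 1 value per gene for each of the 6 libraries, without read counts. The values were taken as FPKM, a unit that divides the fragments of a gene by its length and by the depth of the library, because they are decimals whose sums differ between libraries and because part of the identifiers carry the MSTRG prefix of the assembler StringTie. The paper's text and the deposited tables name neither the unit nor the aligner, genome build and annotation, and TPM was not wholly excluded. Each library listed the same 23062 identifiers, 3130 of them with the MSTRG prefix. The summed FPKM was 363724, 349476 and 322483 in control replicates 1, 2 and 3 and 351747, 358033 and 345464 in TAX replicates 1, 2 and 3. The number of reads per library is unknown, because low values did not fall into steps of whole reads and no counts were given. The number of genes listed at 0 was 4640, 4053 and 3997 in the control libraries and 4411, 4172 and 4798 in the TAX libraries. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.991 to 0.995 between libraries of one group, so no library was a copy of another. Expression was compared on the log2(FPKM + 1) scale with limma and its mean-variance trend, with Benjamini-Hochberg adjustment, over the 12359 genes with at least 1 FPKM in at least 3 of the 6 libraries. On this scale the change of a gene with low FPKM is understated. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1.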

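In comparison with control cells, 39 genes were higher and 20 genes were lower after TAX treatment at an adjusted p under 0.05 (limma), and 1253 genes had an unadjusted p under 0.05. The absolute log2 fold change of these 59 genes lay between 0.43 and 1.41, and 31 of them changed less than 1.5-fold. By an unadjusted p under 0.05 and the 1.5-fold lines drawn in Fig. 2a, 28 genes were up-regulated and 26 genes were down-regulated. After quantile normalization these counts were 18 and 34. All of them leave out genes under the filter on low values, which FGFR2 of Fig. 2c does not pass, and use log2(FPKM + 1). With a pseudocount of 0.1 and no filter beyond a value above 0, 170 genes were up-regulated and 218 down-regulated. That alternative was chosen after the values were seen. The filter on low values moved the adjusted counts most, since without it, over 20280 genes, 0 genes were higher and 1 was lower, with 1854 at an unadjusted p under 0.05. Quantile normalization removed the excess of higher genes by adding mostly lower ones, with 47 higher and 48 lower. The 3 TAX values lay all above or all below the 3 control values for 2212 genes, 17.9% of those tested, where chance gives 10%. All 59 genes were among them. SLPI, on chromosome 20 from 45252239 to 45254564 in GENCODE 29 (GRCh38), had the smallest p. Its FPKM was 4.25 ± 0.291 (SD, n = 3) in control cells and 0.973 ± 0.143 (SD, n = 3) in TAX-treated cells. The log2 fold change of SLPI was -1.41 (standard error 0.088, adjusted p = 0.000138 from limma). The next largest falls were in S100A9 (log2 fold change -1.25), MATR3 (-1.15), PDZK1IP1 (-1.13) and SAA1 (-1.11), with adjusted p from 0.00131 to 0.00686. The name MATR3 belongs to 2 overlapping Ensembl genes on chromosome 5, and the deposited tables do not say how their reads were divided. The largest rise was in ATP5F1A, on chromosome 18 from 46080248 to 46104334, from 73.8 ± 28.0 FPKM to 166 ± 10.9 FPKM (SD, n = 3 each). The log2 fold change of ATP5F1A was 1.22 (standard error 0.20, adjusted p = 0.0301 from limma), and its control replicate 3, at 106 FPKM, lay nearer to the TAX libraries than the other controls. TNFRSF6B rose by 0.93 on the log2 scale (adjusted p = 0.00131), G0S2 by 0.93, TMEM158 by 0.83 and UPP1 by 0.81, with adjusted p from 0.00969 to 0.0443 for the last 3 genes. The adjusted p of UPP1 was under 0.05 in 5 of 14 alternatives. TNFRSF6B overlaps the read-through gene RTEL1-TNFRSF6B on the same strand, so its reads are of uncertain origin.

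**Figure D1:**
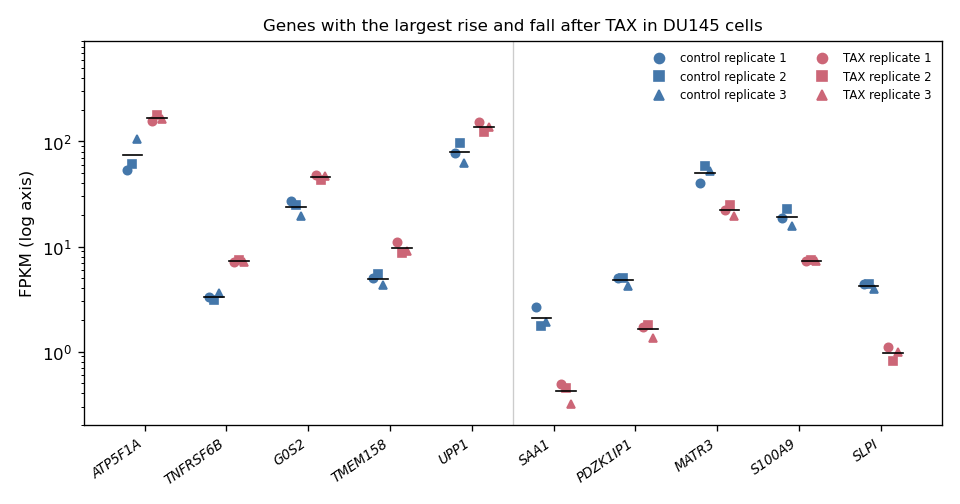
FPKM (log axis) of the 5 genes with the largest rise and the 5 with the largest fall in each of the 6 DU145 libraries. Each point is 1 library and each black line is the mean of 3. The SLPI values in TAX-treated cells lie between 0.820 and 1.10 FPKM, below the control values of 3.92 to 4.44 FPKM.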

According to the RNA sequencing in DU145 cells treated with or without TAX, in comparison with control cells, 193 genes were up-regulated and 383 genes were down-regulated by TAX (Fig. 2a). 

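Tables of KEGG pathways were not used here, so the KEGG analysis was not repeated. In its place, 17 gene lists written before the data were examined were compared between TAX-treated and control cells with limma's camera test at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. By camera, 7 of the 17 lists had an adjusted p under 0.05. None of them kept it under fry, where 0 lists had an adjusted p and 3 an unadjusted p under 0.05, and 0 lists had an adjusted p under 0.05 under camera with an estimated correlation. Of 35 tested genes that encode components of PI3K, AKT and mTOR signaling, 26 were higher and 9 lower after TAX treatment. Their median log2 fold change was 0.039, or -0.016 relative to the median of all tested genes (camera adjusted p = 0.765). For 3 of these 35 genes the unadjusted p was under 0.05, while 0 passed adjusted over the list alone and 0 passed adjusted over all genes tested. The 17 tested target genes of FOXO transcription factors, which AKT inhibits, had a median of -0.11 relative to all genes (camera adjusted p = 0.0138), with 4 genes at an unadjusted p under 0.05 and 0 adjusted over the list alone. Without control replicate 2 the median of the FOXO targets was -0.055 (camera adjusted p = 0.581), and without TAX replicate 2 it was -0.079 (camera adjusted p = 0.3495). The list of FGF receptors, their adaptors and feedback genes had a median of 0.071 relative to all genes over 18 genes (camera adjusted p = 0.0574), and the mean of the list was higher in every TAX library than in every control library (exact permutation test, two-sided p = 0.1). In that list 5 genes passed adjusted over the list alone and 1 adjusted over all genes, which was ETV4 with 4.90 ± 0.377 FPKM in control and 8.24 ± 0.319 FPKM in TAX-treated cells (SD, n = 3 each). FGFR1 had 14.1 ± 1.73 FPKM in control and 15.1 ± 0.538 FPKM in TAX-treated cells, and FGFR4 had 6.79 ± 0.575 FPKM and 6.75 ± 0.327 FPKM (SD, n = 3 each), differences within the spread between replicates (adjusted p = 0.750 and 0.984 from limma).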

KEGG pathway analysis revealed the most obvious changes of pathways after treated with TAX were cancer-related pathways, among which the change of the PI3K/AKT signaling pathway was the most obvious (Fig. 2b). 

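Fig. 2c shows FGFR2, PDGFA, AC007192.1, SGK1, ITGB8, BCL2L11, THBS1, VEGFA, IL6, C8orf44-SGK3, NR4A1, PCK2, PIK3R2, DDIT4 and 2 assembled MSTRG loci without a gene name. The study chose these 16 genes on the same libraries, so a test of them as a list is not independent evidence. Of the 11 that had enough FPKM to be tested, 8 were lower and 3 were higher after TAX treatment. Their median was -0.32 relative to all genes (camera adjusted p = 1.24e-06), although the values of the list in the control and TAX libraries overlapped (exact permutation test, two-sided p = 0.2). An unadjusted p under 0.05 was found for IL6, NR4A1, THBS1 and PDGFA, and these 4 genes passed adjusted over the list alone when the list was the 11 tested genes, while 1 of them, IL6, passed adjusted over all genes tested. In the fit of all 16 genes ITGB8 also had an unadjusted p under 0.05, and PDGFA and ITGB8 did not pass adjusted over the list alone (adjusted p = 0.0694 and 0.0844 from limma). By unadjusted p and 1.5-fold, 2 of the 16 genes changed, IL6 with a log2 fold change of -0.69 (standard error 0.11) and NR4A1 with -0.65 (standard error 0.14, adjusted p = 0.121 from limma). FGFR2, on chromosome 10 from 121478334 to 121598458 in GENCODE 29 (GRCh38), was under the filter on low values. The FPKM of FGFR2 was 0.157, 0.620 and 0.248 in control replicates 1, 2 and 3 and 0.283, 0.163 and 0.143 in TAX replicates 1, 2 and 3. The ratio of the TAX mean to the control mean was 0.575, and the groups overlapped (exact permutation test, two-sided p = 0.6). Fitted together with the other genes of Fig. 2c, FGFR2 had a log2 fold change of -0.15 (standard error 0.12, adjusted p = 0.686 from limma). Among the 16 genes it ranked 10 by p and 13 by the size of its change in log2(FPKM + 1), a scale that understates low genes. By size it ranked 6 with a pseudocount of 0.1. By the ratio of mean FPKM, counted from the lowest, it ranked 4. Control replicate 2 decided the ratio of FGFR2, which was 0.970 without it and 0.448 to 0.654 with each other library left out. PDGFA, on chromosome 7 from 497258 to 520296, had 6.03 ± 2.18 FPKM in control and 3.69 ± 0.605 FPKM in TAX-treated cells (SD, n = 3 each; adjusted p = 0.386 from limma), and SGK1 had 3.34 ± 1.22 FPKM and 2.40 ± 0.194 FPKM (SD, n = 3 each; adjusted p = 0.536). ITGB8 had 0.395 ± 0.0473 FPKM and 0.213 ± 0.0256 FPKM without overlap (SD, n = 3 each; exact permutation test, two-sided p = 0.1). AC007192.1 was listed at 0, 3.32 and 0.267 FPKM in the control and at 0.213, 0.108 and 0.0642 FPKM in the TAX libraries. It extends on chromosome 19 from 18153158 to 18178117 over PIK3R2 and IFI30 on the same strand, so its reads can be assigned to any of the 3 genes. DDIT4, PCK2 and PIK3R2 were higher by 0.14, 0.17 and 0.23 on the log2 scale, with standard errors of 0.31, 0.19 and 0.19 and adjusted p from 0.685 to 0.893 (limma). The highest value of 12 of the 16 genes was in control replicate 2. The paper reasons from the altered genes to a pathway by KEGG analysis, from the pathway to its genes and from these genes to FGFR2. It then measures FGFR2 by western blotting and real-time qPCR. Its claim on the pathway also rests on phosphorylated AKT, on Recilisib given with TAX and on staining of xenograft tumors. RNA levels measure neither protein nor phosphorylation.

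**Figure D2:**
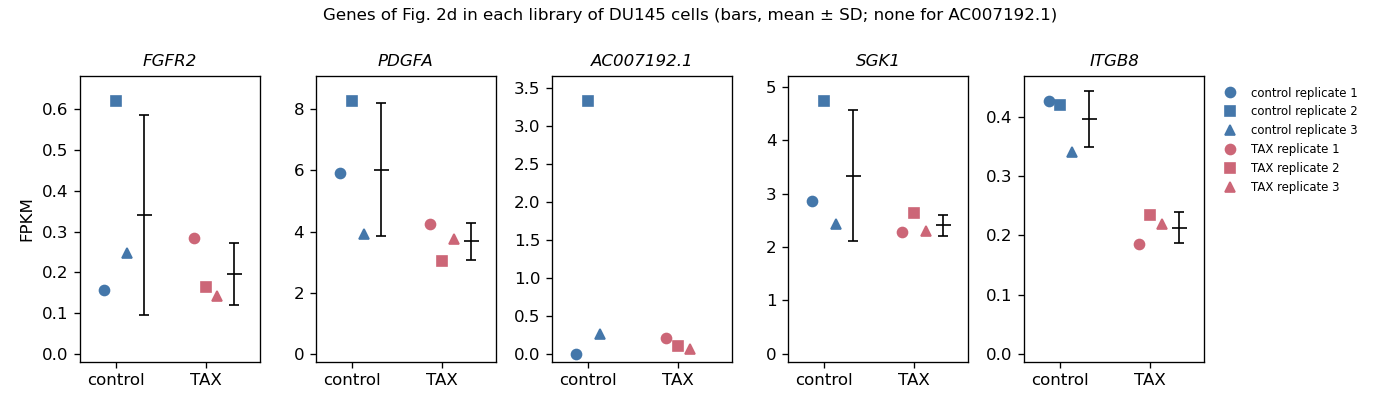
FPKM of the 5 genes of Fig. 2d in each DU145 library, 1 point per library, with the mean ± SD of 3 libraries beside the points of every gene but AC007192.1, which is listed at 0 in 1 library. FGFR2 is at 0.620 FPKM in control replicate 2, and its other 5 libraries lie between 0.143 and 0.283 FPKM.

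**Figure D3:**
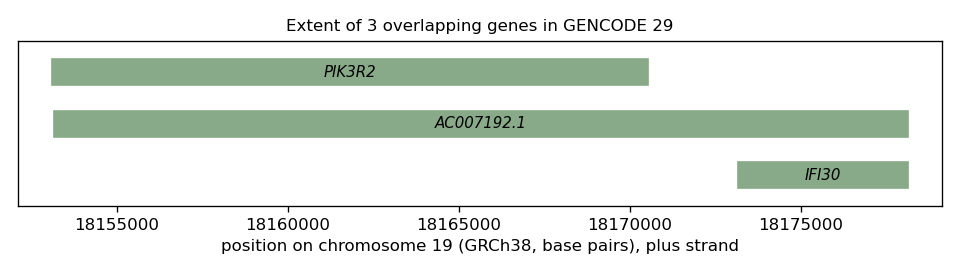
Extent of PIK3R2, AC007192.1 and IFI30 on the plus strand of chromosome 19 (GRCh38, GENCODE 29), with position in base pairs on the x axis. PIK3R2 spans 18153118 to 18170540 and IFI30 spans 18173162 to 18178117, both overlapped by AC007192.1.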

Differential expression gene analysis showed that there were 16 PI3K/AKT signaling pathway-related differentially expressed genes after treated with TAX (Fig. 2c), while FGFR2 was the most significant one of them (Fig. 2d). Based on these findings, the expression of AKT, p-AKT and FGFR2 at the protein and mRNA level after treated with TAX was verified in DU145 and PC3 cells. The results of western blotting and real-time qPCR demonstrated that TAX reduced the phosphorylation of AKT and down-regulated the expression of FGFR2 in androgen-independent PCa cells (Fig. 2e–h). Moreover, we also examined the mRNA levels of PDGFA and two classical downstream genes (4E-BP1, S6K1) of mTOR and Akt in the PI3K/Akt pathway in DU145 cells. The results showed that the TAX inhibited the expression of PDGFA and S6K1, and upregulated the expression of 4E-BP1 to varying degrees at the mRNA levels in DU145 cells (Fig. 2i).

**Figure 2:**
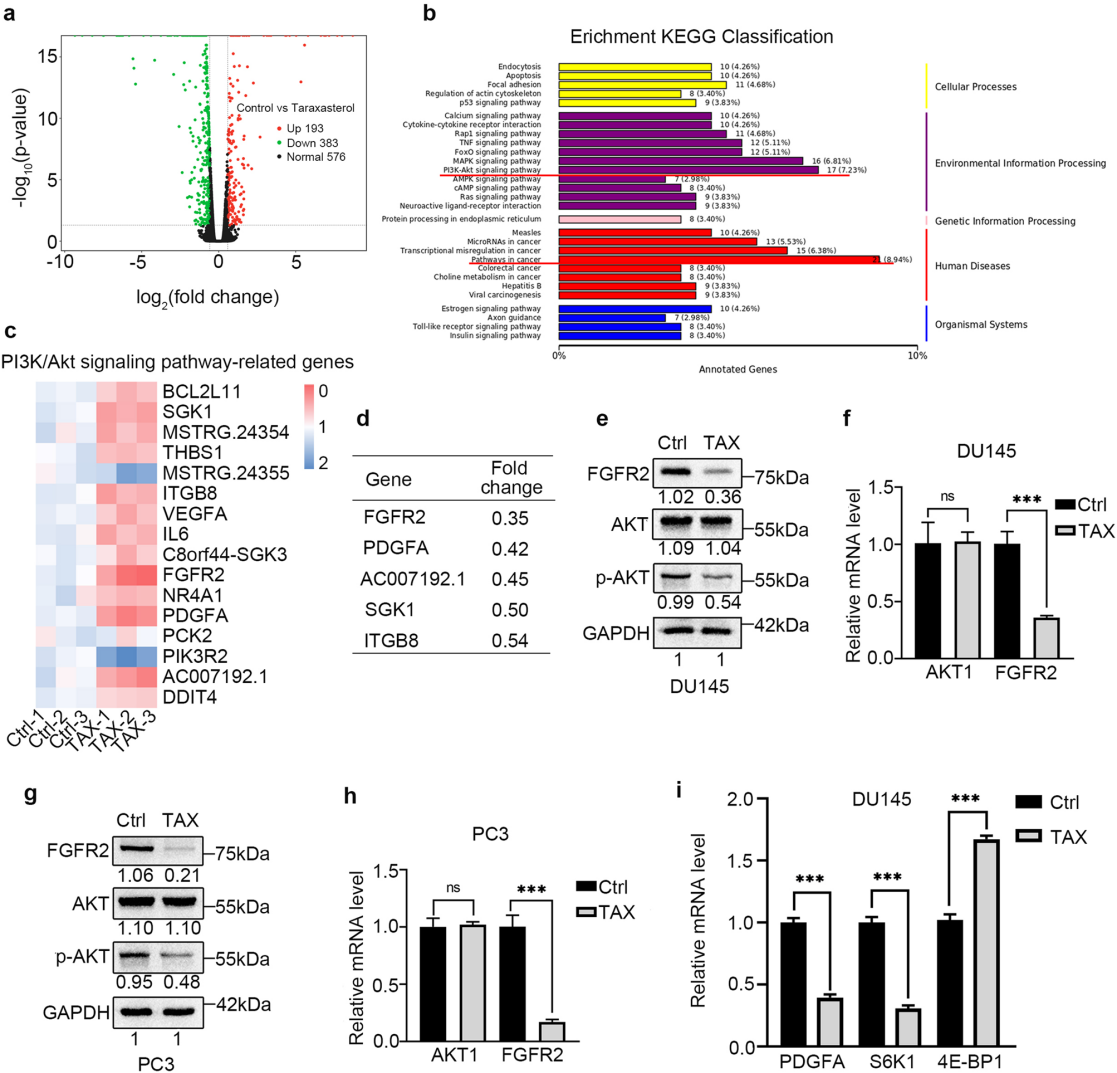
TAX attenuated the FGFR2-PI3K/AKT signaling pathway in PCa cells. (**a**) The Volcano Plot showed the number of the altered genes after treated with TAX for 48 h in DU145 cells. (**b**) The KEGG pathway analysis^43–45^ revealed the changes of pathways after treated with TAX. (**c**-**d**) The Heatmaps showed the 16 PI3K/AKT signaling pathway-related differentially expressed genes after treated with TAX and the most significant five genes of them. (**e**–**h**) The expression of FGFR2, AKT and p-AKT in DU145 and PC3 cells after treated with TAX for 48 h was examined by western blotting and real-time qPCR. The blots of FGFR2, AKT, p-AKT and GAPDH were cropped from different parts of the same gel. (**i**) The expression of PDGFA, 4E-BP1, S6K1 in DU145 cells after treated with TAX for 48 h was examined by real-time qPCR. *ns* not significant; *p < 0.05; **p < 0.01; ***p < 0.001.

### The inhibitory effect of TAX on androgen-independent PCa cells could be reversed by Recilisib

Recilisib is a radioprotectant, which can activate the activities of AKT and PI3K in cells^32^. DU145 and PC3 cells were treated with individual or combined TAX and Recilisib to investigate whether the Recilisib could reverse the inhibitory effect of TAX on androgen-independent PCa cells. The cell growth curve showed that Recilisib could enhance the proliferation of DU145 and PC3 cells and partially abolish the affection of TAX(Fig. 3a, b). Colony formation assay suggested that the co-treatment of TAX and Recilisib increased the colony size and number of DU145 and PC3 cells compared to the cells of individual TAX treatment (Fig. 3c, d). The results of western blotting and real-time qPCR demonstrated that the expression of c-Myc, cyclin D1, p-AKT and FGFR2 of DU145 and PC3 cells could be up-regulated after Recilisib treatment compared to the cells of individual TAX treatment at protein and mRNA level (Fig. 3e–h). These results support that Recilisib could partially reverse the anti-proliferation effect of TAX on DU145 and PC3 cells, demonstrating that TAX inhibits the proliferation of androgen-independent PCa cells via weakening PI3K/AKT signaling pathway and reducing the expression of FGFR2.

**Figure 3:**
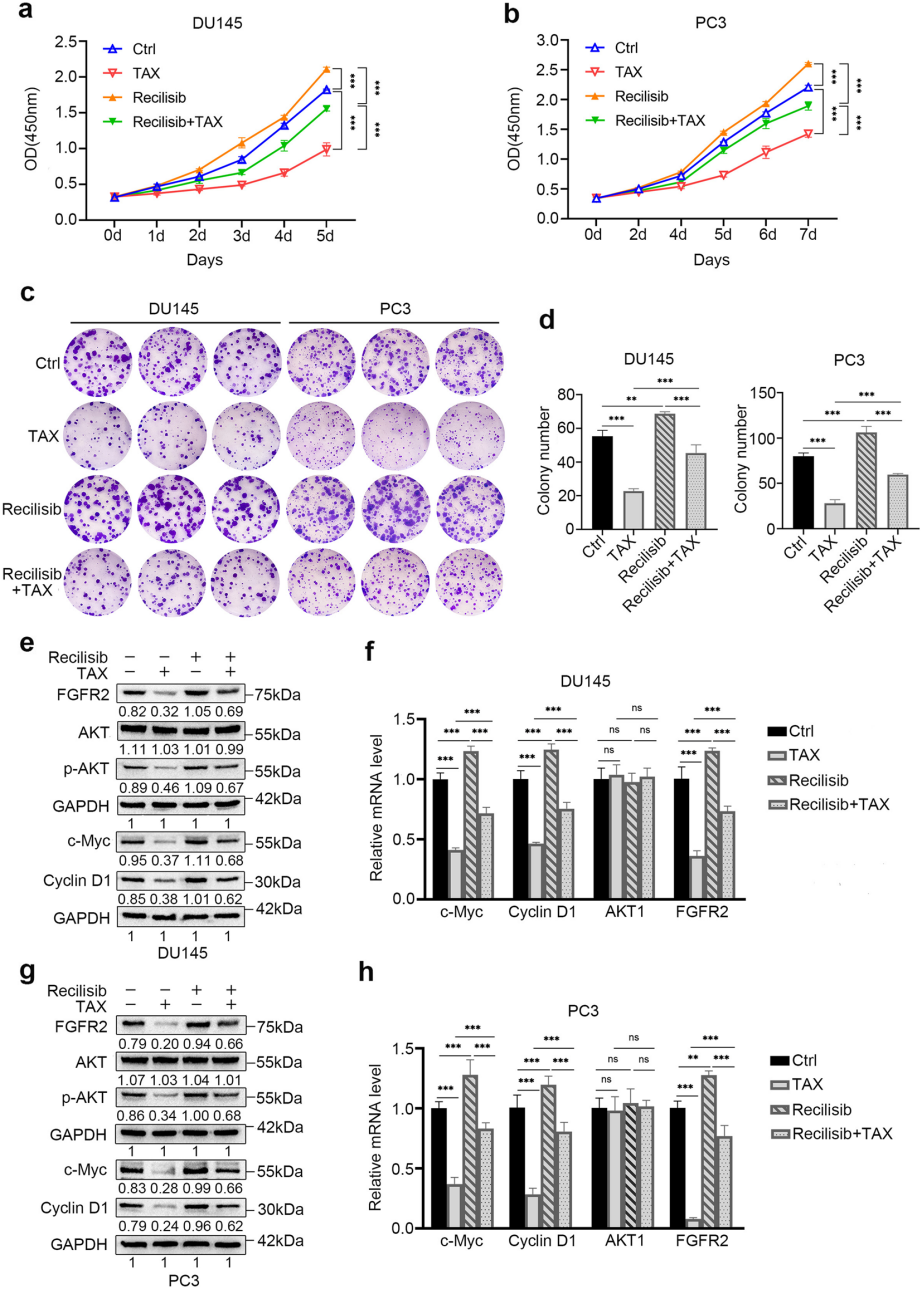
Recilisib reversed TAX's inhibitory effect on PCa cells. (**a**, **b**) The proliferation of DU145 and PC3 cells treated with individual or combined TAX (56 μM for DU145 cells; 30 μM for PC3 cells) and Recilisib (80 µM/L) for 0–7 d was detected by CCK-8. (**c**, **d**) The colony formation ability of DU145 and PC3 cells were detected by crystal violet staining after treated with individual or combined TAX and Recilisib for two weeks. (**e**, **h**) The expression of c-Myc, cyclin D1, AKT, p-AKT and FGFR2 in DU145 and PC3 cells after treated with individual or combined TAX and Recilisib was examined by western blotting and real-time qPCR. The blots of c-Myc, cyclin D1 and GAPDH were cropped from different parts of the same gel and the blots of FGFR2, AKT, p-AKT and GAPDH were cropped from different parts of another same gel. *ns* not significant; *p < 0.05; **p < 0.01; ***p < 0.001.

### TAX inhibits the tumor growth of androgen-independent PCa cells in vivo

To verify the above results, a subcutaneous DU145 cells xenograft model in BALB/c nude mice was established to further evaluate the anti-tumor effect of TAX in vivo. DU145 cells were inoculated into male BALB/c nude mice which were immunosuppressed, with or without TAX treatment for 21 days. Compared with the control group, TAX significantly reduced the tumor growth of DU145 cells indicated by tumor images, tumor weights and tumor volumes (Fig. 4a–c). In the tumor xenografts, immunohistochemistry staining demonstrated that TAX treatment decreased the number of Ki67-positive cells and reduced the expression of c-Myc, cyclin D1, p-AKT and FGFR2 (Fig. 4d, e). These results in vivo indicates that the tumor growth of PCa cells can be inhibited by TAX. In addition, we detected the expression of apoptotic related Caspase-3 and cleaved-Caspase-3 in PCa xenograft of DU145. We found that the TAX increased the expression of cleaved-Caspase-3. These results showed that after TAX treatment the apoptosis of androgen-independent PCa increased (Fig. 4d, e).

**Figure 4:**
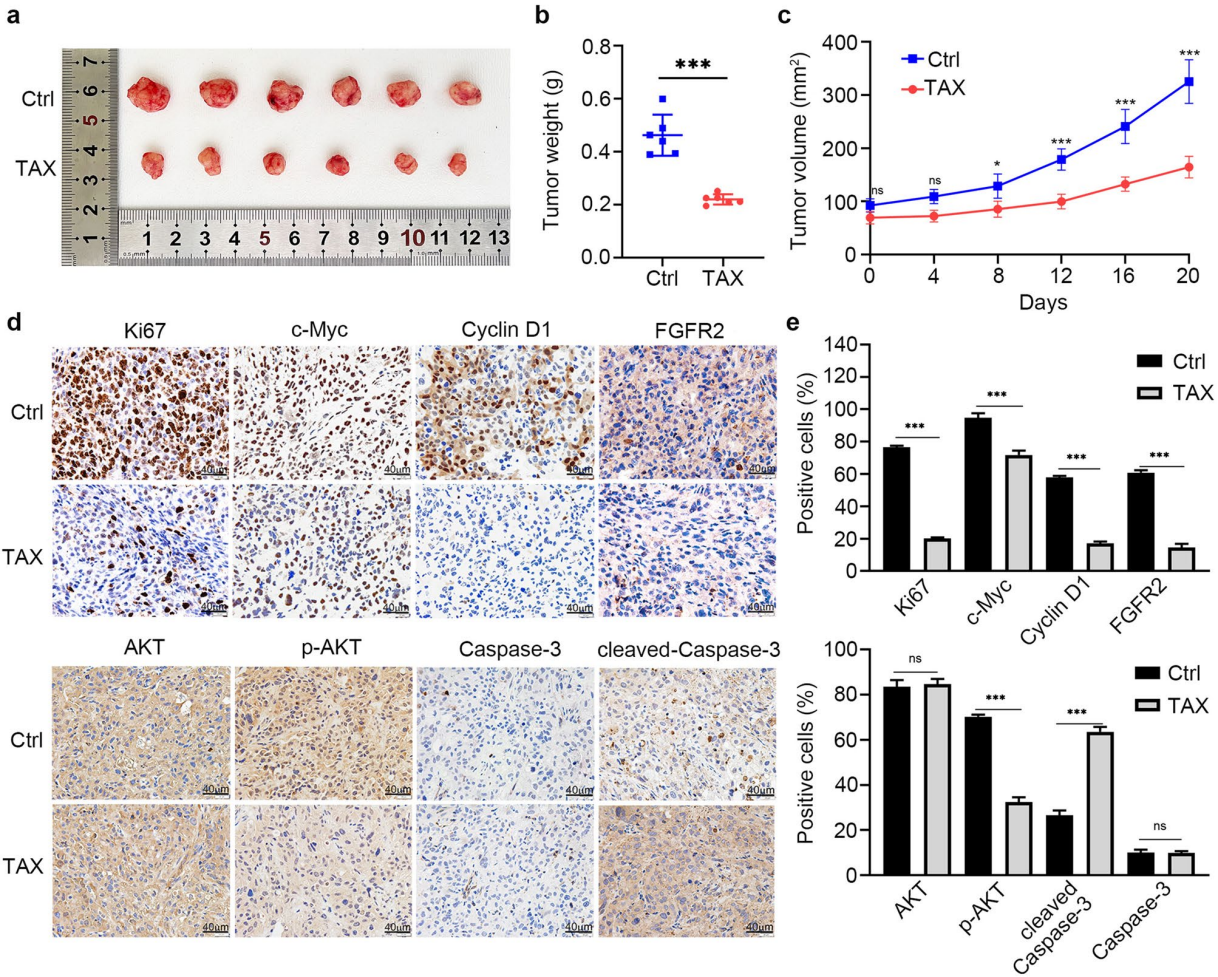
TAX inhibited the tumor growth of DU145 cells in vivo. (**a**–**c**) The tumor morphology, size, volumes and weights of DU145 cells after treated with TAX for 21 d in BALB/c nude mice. (**d**–**e**) Immunochemistry staining of Ki67, c-Myc, cyclin D1, AKT, p-AKT, FGFR2, Caspase-3 and cleaved-Caspase-3 in xenograft tumors of DU145 cells. Scale bars, 40 µm. *ns* not significant; *p < 0.05; **p < 0.01; ***p < 0.001.

## Discussion

Although the implementation of prostate-specific antigen (PSA) testing could early detect PCa effectively^33^, the mortality of PCa especially metastatic PCa, remains grim now^1,14^. ADT is the most effective initial treatment for metastatic PCa, but almost all patients will eventually progress to CRPC^34^. Patients with CRPC are often resistant to chemotherapeutic agents and the prognosis is poor. To find more effective therapeutic agents of PCa is a major clinical challenge. Many natural products are widely used in clinical treatment based on their remarkable anti-tumor effect on various cancers and less cytotoxic than other chemotherapeutic agents^35^. Our study investigated the inhibition effect of TAX on the proliferation and tumor growth of androgen-independent PCa cells.

TAX could be isolated from many types of plants including Taraxacum officinale Wigg^24,25^. In recent years, the anti-tumor function of TAX has gained increased attention. Previous researches demonstrated that TAX could suppress the tumor cells growth in many types of cancer, such as breast carcinoma, colon carcinoma, cervix carcinoma, ovary carcinoma, and gastric cancer via multiple signaling pathway, including EGFR/AKT1^29^ and PI3K/AKT signaling pathway^36^ to attenuate the progression of cancer^26–29^. However, there are few studies on the effect of TAX in PCa cells. A study showed that TAX can significantly inhibit the proliferation of PC3 cells^37^, but the mechanism has not yet been revealed. Here, our study showed that TAX could inhibit the proliferation and colony formation of PC3 and DU145 cells, down-regulating the expression of c-Myc and cyclin D1 (Fig. 1). The inhibition of the tumor growth of androgen-independent PCa cells in vivo further proved the anti-proliferation effect of TAX. These results highlight the potential therapeutic value of TAX in the later treatment of PCa.

A lot of evidence demonstrate that PI3K/AKT signaling pathway is abnormal activation in many types of cancer to promote tumorigenesis by regulating nutrient metabolism, cell proliferation, survival, migration, and angiogenesis^16^. Therefore, PI3K/AKT signaling pathway potential inhibitors may be critical for effective treatment of cancers in the clinic. Fibroblast growth factor receptors 2 (FGFR2) is expressed in a variety of cancers, such as oral mucosal, esophageal, gastric, colorectal, pancreatic, pulmonary, breast, endometrial, cervical and prostate cancers, to promote the carcinogenesis and cancer progression, thus it has been considered as a new target for cancer treatment^38^. Moreover, it has been proved that FGFR2 was overexpressed in the PCa epithelial cells associated with poor differentiation^39^. Here, we found that TAX could prominently suppress PI3K/AKT signaling pathway and reduce the expression of FGFR2 in androgen-independent PCa (Fig. 2). This result was also confirmed in vivo by tumor formation of androgen-independent PCa cells in nude mice (Fig. 4). In addition, compared to the cells of individual TAX treatment, the co-treatment of TAX and Recilisib (an agonist of PI3K/AKT signaling) increased the proliferation and colony formation of androgen-independent PCa cells, and up-regulated the expression of c-Myc, cyclin D1, p-AKT and FGFR2 (Fig. 3), which means that the re-activation of PI3K/AKT could partially abolish the anti-proliferation effect of TAX on androgen-independent PCa cells. Our study suggests that a possible mechanism by which TAX represses the proliferation and tumor growth of androgen-independent PCa cells through down-regulating PI3K/AKT signaling pathway and the expression of FGFR2. These results provide new evidence of TAX as a new candidate agent for the later treatment of PCa, giving new support for FGFR2 as a therapeutic target for PCa.

This study only studied the mechanism of TAX inhibits the proliferation of DU145 and PC3 PCa cells. In fact, the two PCa cell lines PC3 and DU145 used in our study were derived from patients after bone and brain metastases and representative of the type-I androgen depletion independent PCa in which AR is not expressed^40,41^. The study of the inhibitory effect and mechanism of TAX on PC3 and DU145 PCa cells is also of great significance for the later treatment of PCa. Moreover, we had tested the effects of TAX in AR-dependent cells lines LNCaP and C4-2B. The results of CCK-8 assay showed that TAX reduced the viability of LNCaP and C4-2B cells, and the expression of c-Myc and cyclin D1 decreased after TAX treatment at both protein and mRNA levels. At the same time, we also found that TAX reduced AR expression in LNCaP and C4-2B cells, while AR signaling is crucial for the proliferation of androgen-dependent prostate cancer cell. Looking at the literature, AR signaling and PI3K-AKT signaling have cross-dialogue, which jointly regulate the proliferation of androgen-dependent prostate cancer cells^15,16,42^. Therefore, for androgen-dependent prostate cancer cells, the mechanism that TAX inhibits their proliferation is more complex. So, we think the mechanism that TAX inhibits the proliferation of androgen-dependent and androgen-independent prostate cancer cells is not the same. This is a very interesting study, we are carrying out experimental work on it.

In summary, our study demonstrated that TAX suppressed the proliferation and tumor growth of androgen-independent PCa cells in vitro and in vivo. Mechanically, TAX could inhibit the PI3K/AKT signaling pathway and reduce the expression of FGFR2 to play the anti-proliferation role in androgen-independent PCa cells. Moreover, our results showed that some other signaling pathways were also affected by TAX. It’s interested in further exploring the other effects of TAX on PCa cells and changes of specific signaling pathways and targets in PCa cells under the effect of TAX in future studies. 

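Among the gene lists outside PI3K/AKT signaling, the genes of cholesterol synthesis had the smallest camera p. Of 24 tested genes 23 were lower after TAX treatment, with a median log2 fold change of -0.25, or -0.31 relative to all genes (camera adjusted p = 6.79e-21). In this list 14 genes had an unadjusted p under 0.05, 12 passed adjusted over the list alone and 1 passed adjusted over all genes. That gene was MSMO1, on chromosome 4 from 165327623 to 165343160 in GENCODE 29 (GRCh38), with 53.5 ± 4.92 FPKM in control and 36.4 ± 1.19 FPKM in TAX-treated cells (SD, n = 3 each; adjusted p = 0.0297 from limma). INSIG1 fell from 31.3 ± 4.14 to 21.4 ± 1.94 FPKM (SD, n = 3 each), without overlap but with an adjusted p of 0.0862 from limma. Interferon-stimulated genes had a median of -0.22 relative to all genes, with 11 of 14 lower (camera adjusted p = 9.35e-11), 5 passing adjusted over the list alone and 4 adjusted over all genes. These 4 genes were IFIT2, IFIT1, IFIT3 and OASL, with log2 fold changes of -0.83, -0.75, -0.62 and -0.49 and adjusted p from 0.00260 to 0.0397 (limma). IFIT2, IFIT3 and IFIT1 are neighbouring paralogs on chromosome 10 between 89283694 and 89406486. Of the 14 interferon-stimulated genes 13 lay below the median of all genes. MYC target genes were higher, 28 of 30, with a median of 0.093 relative to all genes (camera adjusted p = 0.000173), 9 genes at an unadjusted p under 0.05 and 1 both adjusted over the list alone and adjusted over all genes. That gene was ODC1, which rose from 148 ± 8.43 to 215 ± 9.68 FPKM (SD, n = 3 each; adjusted p = 0.0297 from limma). The adjusted p of MSMO1 and ODC1 was above 0.05 in all 6 fits that each left out one library and under 0.05 in 5 of 14 alternatives. That of OASL was above 0.05 in the same 6 fits and under 0.05 in 4 of the 14 alternatives. For these 3 lists, every TAX library lay beyond every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The same held for the targets of LXR and NRF2, which were lower. Targets of ATF4 had a median of 0.18 relative to all genes (camera adjusted p = 0.0249) and immediate early genes of -0.10 (camera adjusted p = 0.0175), but their control and TAX libraries overlapped, and without control replicate 2 the immediate early genes had a median of 0.14 (camera adjusted p = 0.911). The ATF4 targets also lost the threshold in 4 of the 6 fits that each left out one library. The other lists did not pass by camera in this comparison, although most of them did in at least 1 alternative, such as the hypoxia genes in 4 of the fits that left out a library, the LXR targets after centring of each library on its median and the cell cycle genes with no filter on low values. Their medians relative to all genes were -0.057 for LXR targets, 0.066 for NF-kB targets, -0.038 for hypoxia genes, 0.031 for p53 targets, 0.020 for cell cycle genes, -0.019 for chaperones of the endoplasmic reticulum, -0.015 for NRF2 targets and 0.0067 for YAP targets, with camera adjusted p from 0.0574 to 0.765.

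**Figure D4:**
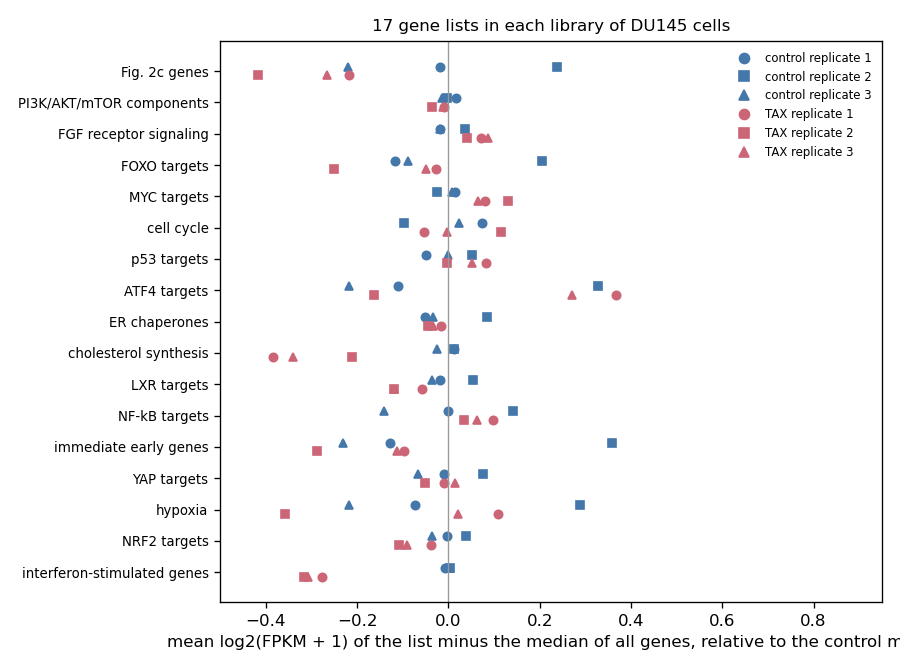
Mean log2(FPKM + 1) of the genes of each list minus the median of all tested genes, relative to the mean of the 3 control libraries, with 1 point per DU145 library. The TAX libraries of the lists of cholesterol synthesis and interferon-stimulated genes lie to the left of all 3 control libraries.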

Hopefully, there will be more and more studies about TAX in PCa cells and giving more understanding of the molecular mechanisms of TAX, which may help TAX become a new choice of clinical treatment agent of PCa.

## Materials and methods

All experimental protocols were approved by Dali University. All methods were performed in accordance with relevant guidelines and regulations.

### Reagents and chemicals

MEM medium, RPMI-1640 medium, fetal bovine serum (FBS), phosphate-buffered saline (PBS), and penicillin–streptomycin (Pen Strep) were purchased from Biological Industries (Israel). CCK-8 reagent was purchased from Proteintech (Wuhan, China). Dimethyl sulfoxide (DMSO), 4% paraformaldehyde, and 0.1% crystal violet were purchased from Solarbio (Beijing, China). TAX (purity ≥ 98%) was purchased from ChemFaces (Wuhan, China). AKT activator (Recilisib) was purchased from MCE (New Jersey, USA).

### Cell culture and treatment

Human PCa cell lines DU145 and PC3 were gifted from Professor JD Dong, South University of Science and Technology of China (Shenzhen, China). DU145 cells were cultured in MEM medium and PC3 cells were cultured in RPMI-1640 medium supplemented with 10% FBS and 1% Pen Strep at 37 °C under a humidity incubator of 5% CO_2_. TAX was dissolved in DMSO and diluted in medium according to the experimental concentration.

### Cell viability assay

Cell viability was performed by the CCK-8 assay. 5 × 10^3^ DU145 cells /well or 1 × 10^4^ PC3 cells/well were seeded in 96-well plates. After 12 h, DU145 and PC3 cells were treated with TAX and Recilisib in combination or alone for 0–7 d, then added CCK-8 reagent to each well with each time point and determined the absorption at 450 nm after 2 h.

### Colony formation assay

200 DU145 cells/well or 500 PC3 cells/well were seeded into 6-well plates and treated with TAX and Recilisib in combination or alone for 2 weeks. Then the colonies were fixed with 4% paraformaldehyde and stained by 0.1% crystal violet. After photographed, the number of colonies were counted by using Image J software.

### Real-time qPCR assay

Total RNAs were isolated from cells using FastPure Cell/Tissue Total RNA Isolation Kit (Vazyme, Nanjing, China), and 2 μg total RNA were reverse-transcribed using the HiScript III 1st Strand cDNA Synthesis Kit (+ gDNA wiper) (Vazyme). Real-time qPCR was performed with the ChamQ Universal SYBR qPCR Master Mix (Vazyme) using the StepOnePlus™ real time PCR system (Eppendorf, Hamburg, Germany). 

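Table S1 gives the primers of the 8 genes measured by real-time qPCR. Each pair was searched for in the transcripts of GENCODE 29 (GRCh38). The FGFR2 pair lies on chromosome 10 between 121487363 and 121485411 on the minus strand, gives a product of 132 bp and is found in 17 of the 27 FGFR2 transcripts. In the longest protein-coding one of these, the forward primer spans the junction of exons 14 and 15 of 17, and the reverse primer lies in exon 15. The PDGFA pair joins exons 4 and 5 of 6 on chromosome 7 with a product of 150 bp. The AKT1 pair joins exons 7 and 8 of 13 on chromosome 14 with 178 bp, or 509 bp in other transcripts, and the CCND1 pair, for cyclin D1, joins exons 2 and 3 of 5 on chromosome 11 with 113 bp. In MYC, on chromosome 8, the forward primer crosses from exon 1 into exon 2, and the product has 115 bp. The RPS6KB1 pair, for S6K1, joins exons 15 and 16 on chromosome 17 between 59945473 and 59946662. Both primers of EIF4EBP1, for 4E-BP1, lie in exon 2 of 3 on chromosome 8 from 38057094 to 38057254, so that the product of 161 bp is the same from cDNA and genomic DNA. The GAPDH pair, on chromosome 12, gives 168 bp in the longest of its protein-coding transcripts with both primers, up to 387 bp in others, and also occurs in annotated transcripts of 6 other genes, 5 of them GAPDH pseudogenes. No other pair was found in transcripts of another gene.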

Primer sequences used are listed in Supplementary Table S1.

### Western blot analysis (WB)

Total protein of DU145 and PC3 cells was extracted with 2× loading buffer (Solarbio, Beijing, China). Antibodies used in western blotting are shown below: GAPDH (1:50000, 60004-1-Ig, Proteintech), c-Myc (1:1000, ab32072, Abcam), cyclin D1 (1:20000, ab134175, Abcam), Akt (1:2000, 4691, CST), p-Akt (1:2000, 4060, CST), FGFR2 (1:500, ab289968, Abcam), HRP-conjugated Affinipure Goat Anti-Rabbit IgG(H + L) and Peroxidase-conjugated Affinipure Goat Anti-Mouse IgG(H + L) (1:5000, SA00001-2 and SA00001-1, Proteintech). The blots were quantified by Image J software. Uncropped scans can be found in Figure S1.

### RNA sequencing (RNA-Seq)

To define the gene expression changes of DU145 cells after TAX (56 µM) treatment for 48 h, total RNAs were isolated using Trizol reagent (Invitrogen, Carlsbad, CA). The high-throughput RNA sequencing was conducted by Tsingke Biotechnology Co., Ltd. (Beijing, China). 

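A linear fold change of 1 excludes no gene, while the lines drawn in Fig. 2a stand at 1.5-fold, and the paper's text does not name the test behind the p value of the RNA sequencing. For all numerical results it names a T test in Graph Pad Prism. Counts were therefore also taken at other thresholds from the same limma comparison. At an unadjusted p under 0.05 without a fold threshold, 955 genes were higher and 298 lower after TAX treatment. At a fold change of at least 2, 2 genes were higher and 8 lower. With an adjusted p under 0.05 and 1.5-fold, 16 genes were higher and 12 lower.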

Genes with a fold change (FC) ≥ 1 and p value < 0.05 between control and TAX-treated groups were identified as significant differentially expressed genes (DEGs).

### Xenograft mice studies

Male BALB/c nude mice (4-week-old) were purchased from Beijing HFK Bioscience Co., Ltd. DU145 cells (2 × 10^6^) in 100 µL PBS were injected into the flanks of nude mice. After three weeks, mice were randomly divided into control (normal saline) or TAX (10 mg/kg) groups (n = 6/group), which were given by gavage every day. Tumor volume was measured every 4 days and calculated with the formula of V = (length × width × width)/2. After 21 days, mice were euthanized by injecting an overdose of anesthetic (1% pentobarbital sodium) and tumors were surgically dissected, weighed and fixed in 4% paraformaldehyde. Animal studies were approved by Ethics Review Committee of Dali University (ethical committee approval no.2021-PZ-018) and were conducted in accordance with the ARRIVE guidelines.

### Immunohistochemistry (IHC)

4% Paraformaldehyde-fixed tissues were embedded in paraffin and cut into 4 μm thick section. After deparaffinized, rehydrated, repaired antigen, treated with 3% H_2_O_2_ and blocked with 10% normal goat serum, tissue sections were incubated with primary antibodies (Ki67, c-Myc, cyclin D1, AKT, p-AKT, FGFR2) at 4 °C overnight. Next day tissue sections were incubated with PolymerHRP secondary antibodies (MXB, Fuzhou, China) to perform the chromogenic reaction using DAB (MXB) and dye nuclei with hematoxylin (MXB). Finally, tissue sections were mounted and photographed. The staining positive rate were analyzed with ImageJ software.

### Statistical analysis

All experiments were repeated at least three times. All numerical results data were presented as mean ± SD and performed in Graph Pad Prism version 5.0 software using T test. *p* < 0.05 was considered statistically significant.

### Ethics approval and consent to participate

This study was accepted by the Ethics Review Committee of Dali University.

### Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and analyzed during the current study are available in the GEO repository (accession number: GSE222413, token number: crqvkwwgrnubfqz).

## Abbreviations

PCa: Prostate cancer
TAX: Taraxasterol
PI3K: Phosphatidylinositol-3-kinase
AKT: Protein kinase B
FGFR2: Fibroblast growth factor receptor 2

# Supplementary material for: Taraxasterol suppresses the proliferation and tumor growth of androgen-independent prostate cancer cells through the FGFR2-PI3K/AKT signaling pathway
**Source:** Sci Rep. 2023 Aug 11;13:13072. doi: 10.1038/s41598-023-40344-w
**Supplement:** Supplementary file 1 — Supplementary Information.

**Fig.S1: Unprocessed blot images for western blotting results.**

**
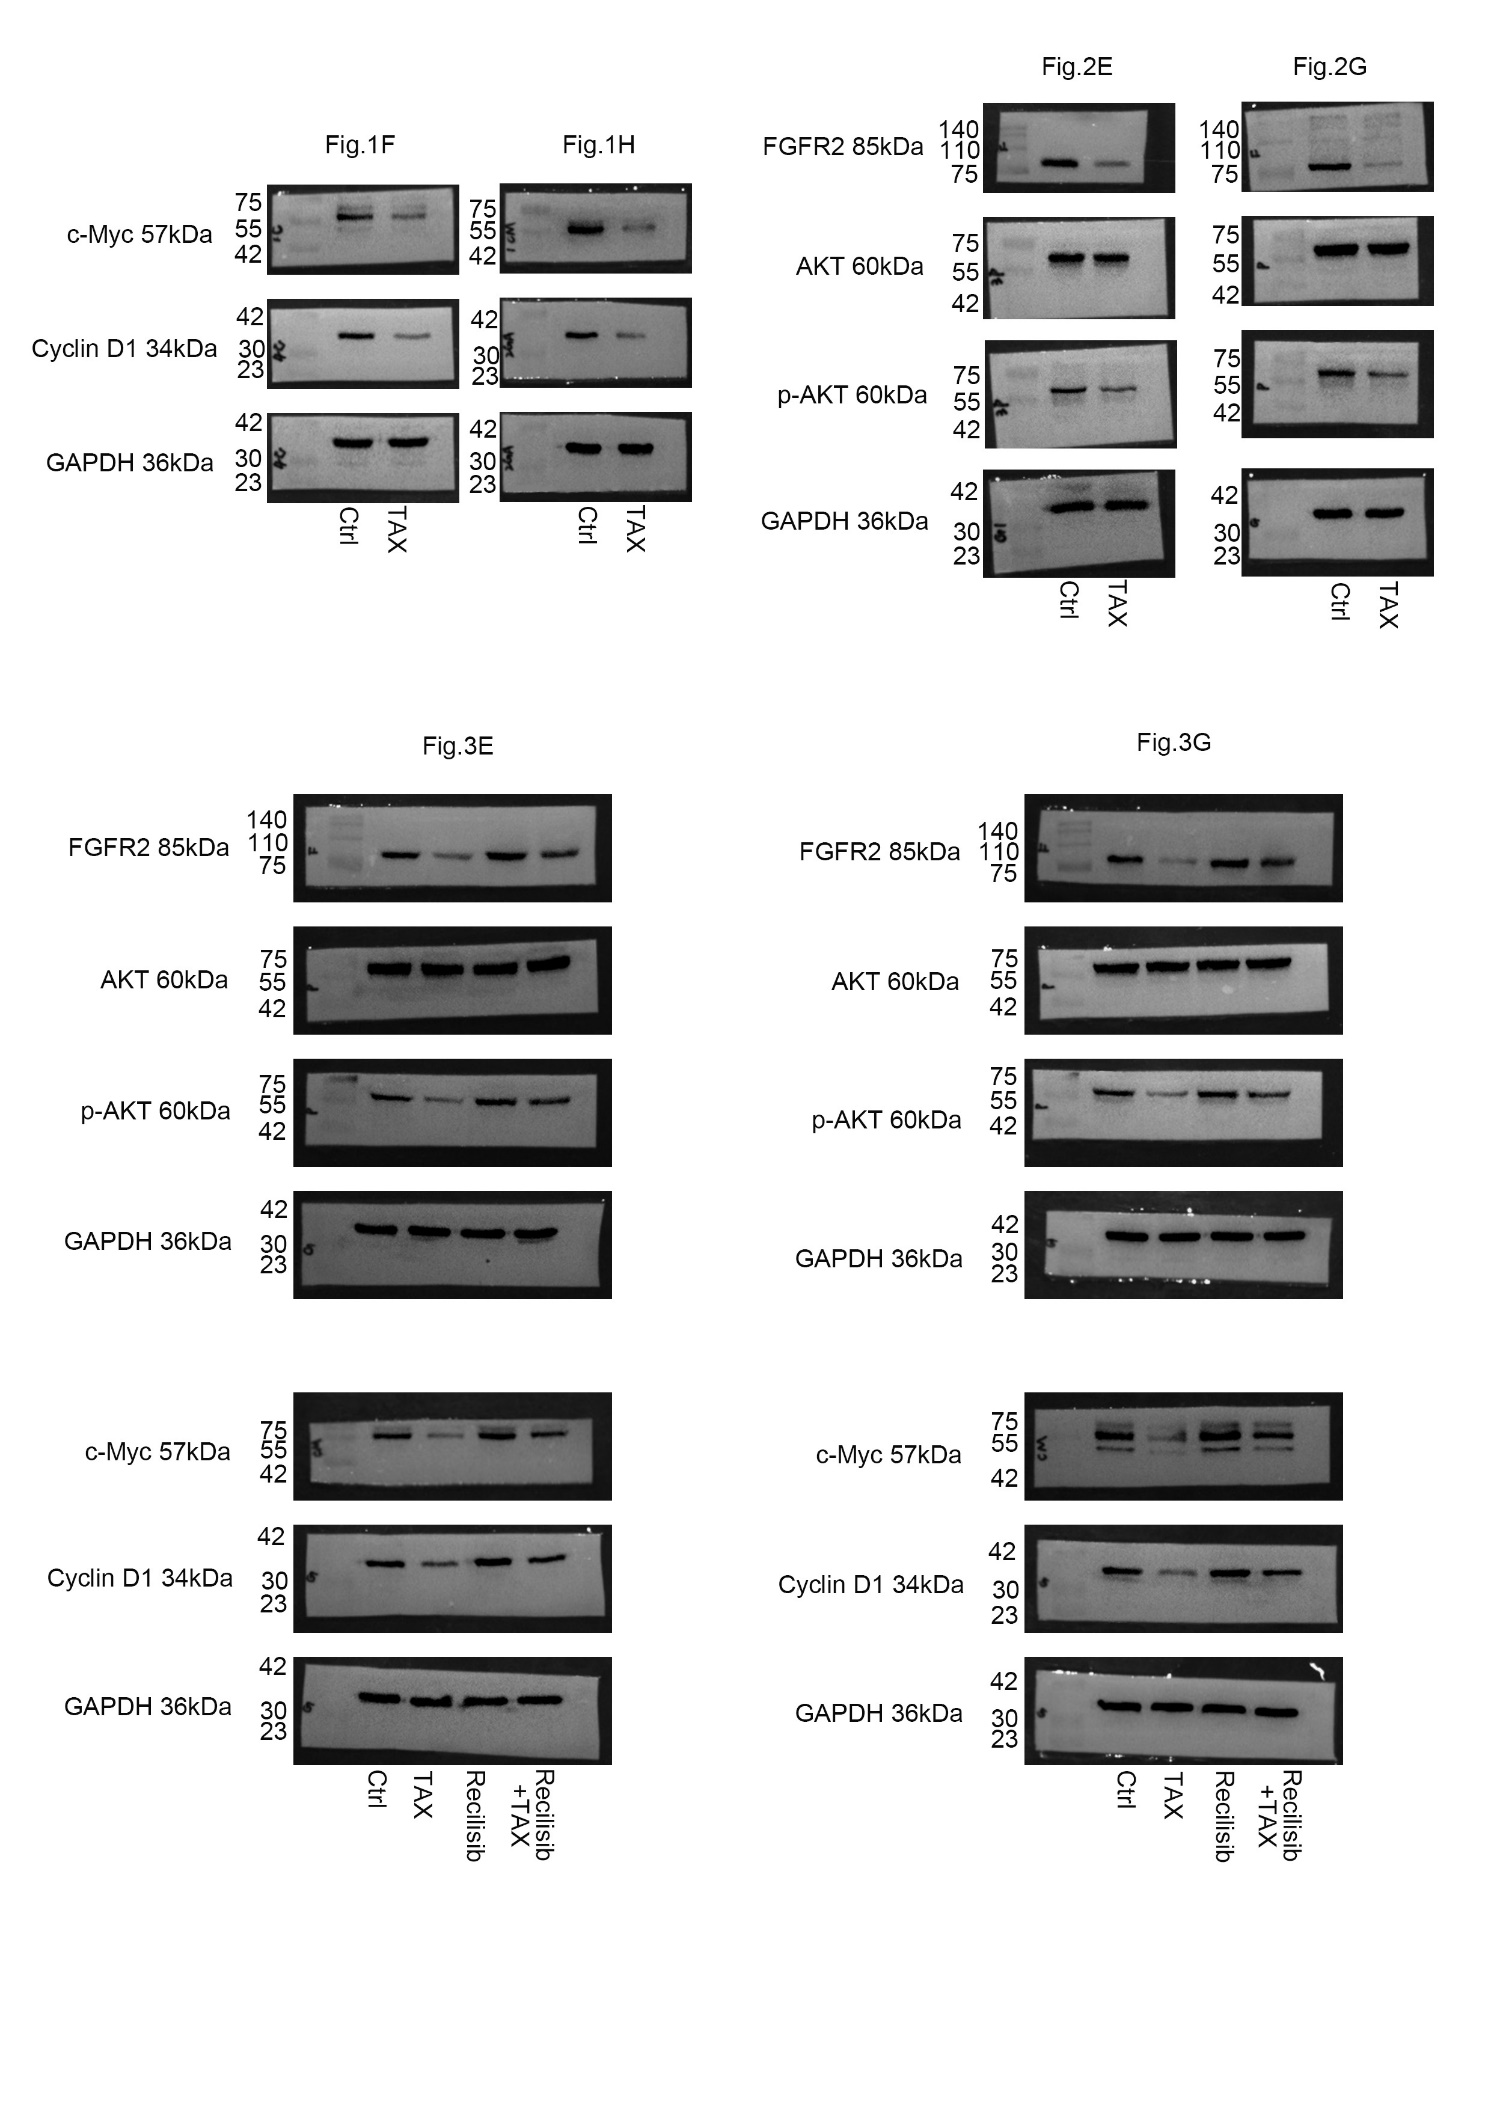
**

**Table S1: Primer sequences used in various PCRs in the study.**

| Gene | Primer (5’ to 3’) |
| --- | --- |
| GAPDH | Forward: GGAAGCTTGTCATCAATGGAAATC |
|  | Reverse: TGATGACCCTTTTGGCTCCC |
|  |  |
| FGFR2 | Forward: AGAGTGATGTCTGGTCCTTCGG |
|  | Reverse: TGGCTGGCTTATCCATTCTGTG |
|  |  |
| AKT1 | Forward: TACTCTTTCCAGACCCACGACC |
|  | Reverse: CCCGGTACACCACGTTCTTCT |
|  |  |
| Cyclin D1 | Forward: AGCTGTGCATCTACACCGAC |
|  | Reverse: GAAATCGTGCGGGGTCATTG |
|  |  |
| c-Myc | Forward: GGTAGTGGAAAACCAGCAGCC |
|  | Reverse: CTCCTCGTCGCAGTAGAAATACG |
|  |  |
| PDGFA | Forward: AGTGTCAAGTGCCAGCCCTC |
|  | Reverse: CGGATTCAGGCTTGTGGTCG |
|  |  |
| S6K1 | Forward: TCCGATCACCTCGAAGATTTATTG |
|  | Reverse: CATCTGCTCTATGCCACTTGTTTC |
|  |  |
| 4E-BP1 | Forward: CTATGACCGGAAATTCCTGATGG |
|  | Reverse: CCCGCTTATCTTCTGGGCTA |

How the deposited data were processed for this re-analysis (not part of the article)

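RNA sequencing of DU145 cells was analysed from the values deposited for 6 libraries, 3 of control cultures and 3 of cultures treated with 56 µM TAX for 48 h. The authors deposited 1 table per library with 1 value per gene, taken here as FPKM, and did not pool replicates. What the authors did to obtain the FPKM values is not stated beyond RNA isolation with Trizol and sequencing by a company. The prefix MSTRG of 3130 of the 23062 identifiers is the one that the merge step of StringTie gives, which points to transcript assembly and FPKM estimation with that tool. Aligner, genome build, annotation and filters are not named in the paper's text or in the tables. The FPKM values sum to between 322483 and 363724 per library, so they are neither counts nor counts scaled to a fixed sum. TPM is not wholly excluded, and the test used would be the same.

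No counts or read totals were given. Among 332 genes between 0 and 0.03 FPKM in control replicates 1 and 3, at most 5.72% of the log2 ratios fell in any bin 0.1 wide, so values in steps of whole reads were not found and depth is unknown. Hints of depth are the 5th percentile of the values above 0, which was 0.0405, 0.0238 and 0.0225 FPKM in control replicates 1, 2 and 3 and 0.0312, 0.0277 and 0.0412 FPKM in TAX replicates 1, 2 and 3, and the genes listed at 0, which range from 3997 to 4798 per library. No interval from counting can be given for any value, and a difference in a gene near 0 is judged only by the spread between replicates. An exact 0 can be a failed estimate. INO80B-WBP1, UPK3BL1 and NME1-NME2, 3 names with a median of at least 5 FPKM, are listed at 0 in at least 1 library.

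From the deposited FPKM values, log2(FPKM + 1) was computed for the 12359 genes with at least 1 FPKM in at least 3 of the 6 libraries. Group differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), without a covariate, and p-values were adjusted by the Benjamini-Hochberg method. The plan, written before the data were examined, named a test for counts first and this test for FPKM, and the values required the second. Fig. 2c genes and genes measured by qPCR that lay below the filter, FGFR2 among them, were tested in a second fit to which these genes were added. The thresholds of the study were read as an unadjusted p under 0.05 and 1.5-fold, after Fig. 2a. For single genes, exact two-sided permutation tests over the 10 splits of the 6 libraries are given, whose smallest p is 0.1.

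Genes were named by a rule written before the data were examined. It takes every gene of Fig. 2c and 2d, the genes measured by qPCR, the 5 genes with the largest rise and the 5 with the largest fall among genes with a symbol, an adjusted p under 0.05, no overlap between groups and a mean of at least 1 FPKM, the 5 genes with the smallest p, and at most 4 members per gene list with an adjusted p under 0.05. Other genes named were chosen after their values were seen, which are FGFR1, FGFR4, INSIG1, SCD, ABCA1, IFI30 and the names listed at 0. MKI67, the gene of Ki67, which the paper stained in xenograft tumors, is also named outside this rule. Some genes are not reported here.

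The 17 gene lists, written by hand before the data were examined, hold the genes of Fig. 2c, components of PI3K/AKT/mTOR signaling, FGF receptor signaling, FOXO targets, MYC targets, cell cycle genes, p53 targets, ATF4 targets, chaperones of the endoplasmic reticulum, cholesterol synthesis, LXR targets, NF-kB targets, immediate early genes, YAP targets, hypoxia genes, NRF2 targets and interferon-stimulated genes. They were tested with camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation. The value of a list is the median log2 fold change of its genes minus the median of all tested genes, which was 0.054. Gene positions, GC content and length were taken from GENCODE 29 (GRCh38) by gene name. Of the identifiers, 19458 matched a name there, and 11428 of the tested genes had GC content and length. The primers of Table S1 were matched without mismatch to the GENCODE 29 transcripts. Positions of the MSTRG loci are not known.

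The limma fit, camera and the correction for GC content and length were tested on simulated data. With 200 of 12359 genes changed by 0.585 on the log2 scale, 75% were recovered, and with a change of 1, 94%, with 8 and 7 false calls. A shift of -0.3 in a list of 25 genes was found in 100% of 40 draws and no shift in 2.5%. The noise was drawn independently for each gene, so these draws do not show how often camera calls a list of correlated genes. In the data the estimated inter-gene correlation was 0.588 for cholesterol synthesis, 0.316 for MYC targets and 0.199 for interferon-stimulated genes. Over 11428 genes the correction removed a simulated trend that held 66.6% of the variance and returned a list shift of -0.3 as -0.34.

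Alternatives were another pseudocount (0.1), a lower filter or no filter on low values, quantile normalization, centring of each library on its median, limma without trend, a replicate block, other fold and p thresholds, and leaving out each library in turn. Of 2 alternatives chosen after the data were examined, one joins the pseudocount of 0.1 with no filter and the other sets the TAX mean against each control library alone. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9. KEGG enrichment was not repeated, because pathway tables were not used here, and the blots, qPCR, colony, viability and xenograft experiments were not analysed here.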

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

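All tests of explanations in this part were chosen only after the result was seen.

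The paper reports on genes of PI3K/AKT signaling, and the signals described here lie in genes and gene lists that it does not discuss. Of the 59 genes with an adjusted p under 0.05 (limma), 58 are not named in the paper, IL6 being the exception. The real split of the 6 libraries was the only 1 of 10 splits with as many such genes, while the other 9 gave 0 to 4. With 10 splits a share below 0.1 cannot occur, so a chance difference between 3 and 3 cultures stays open. Scaling changes which side holds most of the genes. After TAX, 66.1% of them were higher, against 47.92% when each library was centred on its median and 49.5% after quantile normalization. More genes were then called lower, 50 and 48 against 20, and quantile normalization also gave 47 higher against 39. The 2 methods bring the median log2 fold change of all genes from 0.0544 to -0.0034 and 0.0037. The even split may follow from that step, so these shares cannot tell whether the excess comes from scaling. The share also fell to 44.4% without control replicate 3, which has the lowest summed FPKM. It was 47.4% without TAX replicate 2 and 47.8% without TAX replicate 3. These shares rest on 27, 19 and 23 genes, so they cannot tell whether 1 library made the excess. The median log2 fold change of all genes fell to 0.0055 without control replicate 3. It stayed at 0.0512 and 0.0568 without TAX replicates 2 and 3, so this shift rested largely on control replicate 3. None of the 3 control libraries has DMSO in its description (0 of 3), and TAX was dissolved in DMSO, so TAX and its solvent cannot be told apart for any of these genes as long as the treatment of the controls is not known.

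SLPI, the gene with the smallest p, fell by 1.41 on the log2 scale, and all 3 TAX libraries lay below all 3 controls. A single library was argued against, since the log2 fold change was -1.36 at its nearest to 0 in the fits that each left out a library, with adjusted p of at most 0.0387 over all alternatives. Scaling was argued against as well, with -1.43 after quantile normalization. A direct effect of TAX, of DMSO, or of a difference between cultures other than treatment stays open and was not tested.

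The genes of cholesterol synthesis were lower, with a median of -0.31 relative to all genes. The real split gave the largest value of the 10 splits (1 of 10). GC content and gene length held 2.07% of the variance of the log2 fold changes, and after removal of their trend the median was -0.32 (camera adjusted p = 3.12e-20). Against random lists matched on mean expression the median was -0.32, and 0 of 10000 such lists were as low. It was -0.33 after quantile normalization. In the fits that each left out a library it was nearest to 0 without TAX replicate 1, at -0.27. Camera adjusted p stayed between 1.10e-23 and 6.86e-13 over these alternatives, while fry gave 0.233 and camera with an estimated correlation 0.406. GC content, gene length, expression level and a single library as the whole cause are thus argued against. A scale difference common to all genes is largely taken out by subtracting the median of all genes. The value after quantile normalization is therefore no separate test of scaling. Slower growth of the treated cells might lower these genes. Of 35 cell cycle genes, 32 were higher and 3 lower after TAX, while 15 lay below the median of all genes. Their median was 0.020 relative to all genes (camera adjusted p = 0.224), so no fall of this list was seen. Growth itself is not measured by these libraries, so the list cannot decide on it. Activation of LXR by a sterol-like triterpene is another hypothesis. LXR targets had a median of -0.057, their members went both ways, ABCA1 changed by 0.012 on the log2 scale, and SCD, with -0.40, is also a target of SREBP, so this could not be decided. A fall of the SREBP2 program under TAX is a hypothesis found and tested on the same libraries, and the solvent remains confounded with it.

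Interferon-stimulated genes were lower, with a median of -0.22 relative to all genes, and the real split gave the largest value (1 of 10). The median was -0.22 after removal of the GC and length trend (camera adjusted p = 7.69e-10), -0.23 relative to lists matched on mean expression, -0.22 after quantile normalization and -0.18 without TAX replicate 3, the library whose absence brought it nearest to 0. These values argue against GC content and length, expression level and a single library. Quantile normalization is no separate test of scaling here either, because the value is relative to the median of all genes. Camera adjusted p lay between 3.59e-11 and 9.54e-08 over the alternatives, against 0.119 by fry and 0.319 with an estimated correlation. The largest falls are in IFIT1, IFIT2, IFIT3 and OASL, and 13 of the 14 genes lay below the median of all genes. The solvent and differences between cultures stay open.

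MYC target genes were higher, with a median of 0.093 relative to all genes and the largest value of the 10 splits (1 of 10). The median was 0.097 after removal of the GC and length trend (camera adjusted p = 0.000214), 0.077 relative to lists matched on mean expression, of which 4 of 10000 were as high, 0.077 after quantile normalization and 0.084 at its nearest to 0, without TAX replicate 2. GC content and length, expression level and a single library as the whole cause are thus argued against. For scaling the same limit holds as for the other 2 lists. Camera adjusted p lay between 8.78e-07 and 0.00234 over the alternatives, against 0.233 by fry and 0.828 with an estimated correlation. The shift is small, and whether TAX or its solvent raises these genes was not tested.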

How the results depend on the processing

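All tests in this part that go beyond the alternatives set before the data were examined were chosen only after the result was seen. These are the pseudocount of 0.1 with no filter on low values, and the TAX mean against single control libraries. The 6 alternatives written for read counts were not run, because the deposited values are FPKM.

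The 59 genes with an adjusted p under 0.05 (39 higher, 20 lower; limma) moved with the filter, the scaling and the libraries used. A filter of at least 0.1 FPKM in at least 3 libraries gave 25 higher and 12 lower, with 35 of the 59 shared. With no filter beyond a value above 0 there were 0 higher and 1 lower, and with the pseudocount of 0.1 added to that, 3 and 7. More genes are tested there, and the added ones are low, but how much either accounts for the lost calls was not tested. Quantile normalization gave 48 lower and shared 58 of the 59, and centring on the median gave 50 lower and shared 55. With 2 libraries in a group, from 9 to 28 genes were higher and from 8 to 15 lower across the 6 fits that each left out one library, with 16 to 30 of the 59 shared. A pseudocount of 0.1 (53 calls) and limma without trend (59 calls) kept 53 and 59 of them. The share of higher genes was 66.1%, against 49.5% after quantile normalization, 47.9% after centring on the median, 0% of the single call with no filter, 30% with the pseudocount of 0.1 added to that and 44.4% to 70% with a library left out, at its lowest without control replicate 3. The median log2 fold change of all genes was 0.054 and moved by less than 0.1, to -0.0034 at the lowest and 0.079 at the highest.

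The replicate numbers do not pair the libraries, since the deviations of same-numbered libraries correlate at -0.117, -0.333 and -0.171. With a replicate block, 13 genes were higher and 13 lower, with 23 of the 59 shared, and 4 named genes lost the threshold.

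By unadjusted p and 1.5-fold, 28 genes were up and 26 down. The counts were 57 and 48 with a pseudocount of 0.1, 170 and 218 with no filter added to it, 955 and 298 with no fold threshold, 2 and 8 with 2-fold, and 16 and 12 with an adjusted p and 1.5-fold. Quantile normalization gave 18 up and 34 down, and centring gave 17 up and 39 down, so down-regulated genes outnumbered up-regulated ones with either scaling. Leaving out one library gave from 23 to 54 up (54 without control replicate 2) and from 25 to 48 down (48 without control replicate 3). Of the 16 genes of Fig. 2c, 2 passed, against 4 with a pseudocount of 0.1 with or without the filter, 5 with no fold threshold, 0 with 2-fold, 1 with an adjusted p, and from 1 to 3 with a library left out (1 without control replicate 2). At an adjusted p under 0.05, 1 of them passed, against 2 after quantile normalization or centring, 0 with the filter of 0.1 FPKM, with no filter and with the pseudocount of 0.1 and no filter, and from 0 to 2 with a library left out (2 without control replicate 3). FGFR2 ranked 13 by size, and 6 with a pseudocount of 0.1 with or without the filter. Its log2 fold change was below 0 in every alternative fit, from -0.46 to -0.0082, with adjusted p from 0.487 to 0.976, while its ratio to control replicate 1 alone was 1.25. Values this low may rest on few reads, but the number of reads is unknown.

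Both other set tests took the 7 lists that passed under camera below the threshold. Under fry, the adjusted p became 0.568 for the Fig. 2c genes (-0.32), 0.923 for FOXO targets (-0.11), 0.233 for MYC targets (0.093), 0.838 for ATF4 targets (0.18), 0.233 for cholesterol synthesis (-0.31), 0.925 for immediate early genes (-0.10) and 0.119 for interferon-stimulated genes (-0.22). With an estimated correlation the same medians of -0.32, -0.11, 0.093, 0.18, -0.31, -0.10 and -0.22 had adjusted p from 0.319 to 0.828. Under camera, the Fig. 2c genes, cholesterol synthesis, interferon-stimulated genes and MYC targets kept direction and threshold in all other alternatives run, with medians from -0.41 to -0.17, from -0.34 to -0.27, from -0.27 to -0.16 and from 0.077 to 0.13.

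Lists near the threshold or near 0 moved. With the filter of 0.1 FPKM, the PI3K/AKT/mTOR components had a median of 0.0039 and the NRF2 targets of 0.0024, both reversed. With no filter, these were 0.022 and 0.020, the chaperones reversed to 0.017, the cell cycle genes (0.056) came past the threshold and the ATF4 targets (0.22) fell below it. With the pseudocount of 0.1 and no filter, the PI3K/AKT/mTOR components were at 0.0083 and the NRF2 targets at 0.00052. FGF receptor signaling came past the threshold after quantile normalization (0.065) and centring (0.071), as did the LXR targets after centring (-0.057), while the immediate early genes fell below it after both (-0.12 and -0.10). The ranges across the 6 fits that each left out one library were -0.023 to 0.0081 for the PI3K/AKT/mTOR components, -0.026 to 0.054 for cell cycle genes, 0.074 to 0.35 for ATF4 targets, -0.10 to -0.020 for LXR targets, -0.047 to 0.059 for YAP targets, -0.16 to 0.10 for hypoxia genes, 0.043 to 0.089 for FGF receptor signaling, -0.16 to -0.055 for FOXO targets, -0.091 to 0.016 for chaperones, -0.12 to 0.16 for NF-kB targets, -0.19 to 0.14 for immediate early genes and -0.059 to -0.014 for NRF2 targets. Leaving out control replicate 2 or control replicate 3 gave most of these extremes. The ATF4 targets fell below the threshold in 4 of these fits (camera adjusted p from 0.161 to 0.460). The hypoxia genes came past it in 4 (down to 0.000886), the LXR targets in 3 (down to 0.0150), and the cell cycle genes (down to 0.00681), NRF2 targets (down to 0.0369) and FGF receptor signaling (down to 0.0185) in 2 each, the NF-kB targets in 1 (0.00934). Without control replicate 2 the immediate early genes reversed to 0.14, the hypoxia genes to 0.068 and the chaperones to 0.016, and the FOXO targets were at -0.055. Without TAX replicate 2 the hypoxia genes were at 0.10 and the immediate early genes reversed to 0.015. The FOXO targets, at -0.079, then fell below the threshold as well (camera adjusted p = 0.3495). Without control replicate 3 the NF-kB targets were at -0.12. Beyond the number of genes or libraries, the cause was not tested.

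Among single genes, reversals were found in the first MSTRG locus of Fig. 2c with a pseudocount of 0.1 with or without the filter (0.019) and after quantile normalization (0.024), in MKI67 after quantile normalization (-0.037) and centring (-0.019), and in the second MSTRG locus (-0.052) after centring. Across the 6 fits that each left out one library, log2 fold changes crossed 0 for AC007192.1 (-1.05 to 0.0013), VEGFA (-0.40 to 0.066), PIK3R2 (-0.025 to 0.44), the first MSTRG locus (-0.24 to 0.22), the second (-0.086 to 0.058), PCK2 (-0.015 to 0.36), DDIT4 (-0.15 to 0.55), GAPDH (-0.038 to 0.17) and MKI67 (-0.042 to 0.16). AC007192.1, VEGFA and PIK3R2 reversed without control replicate 2, and PCK2, DDIT4, GAPDH and MKI67 without control replicate 3, DDIT4 also without TAX replicate 1. The cause was not tested. A further 81 values changed, each 1 gene in 1 alternative. Named genes fell below the threshold in 74 of them, NR4A1 came past it in 3 (after quantile normalization, after centring and without control replicate 3), and 4 ratios of FPKM moved. SLPI kept its side in all alternatives run, and IL6 lost it in 8, with adjusted p from 0.0149 to 0.208. MSMO1 and ODC1 lost it in 9 each, among them all 6 fits that each left out one library (adjusted p from 0.0511 to 0.118 and from 0.0506 to 0.134). OASL was above 0.05 in the same 6 fits (adjusted p from 0.0556 to 0.167) and under 0.05 in 4 of 14 alternatives. UPP1 was under 0.05 in 5 of 14.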

Differences from the paper's values

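All tests behind this part that go beyond the alternatives set before the data were examined were chosen only after the result was seen.

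The paper gives 193 up-regulated genes, and 28 were found at an unadjusted p under 0.05 and 1.5-fold. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, the range being 2 with a fold change of at least 2 to 955 with no fold threshold. A pseudocount of 0.1 with no filter beyond a value above 0 in any library gave 170, an alternative chosen after seeing the values. The paper gives 383 down-regulated genes, and 26 were found. With no fold threshold the count was 298, within 1.5 times of the paper's, and all other alternatives set before the data were examined gave 8 to 48. The alternative chosen after seeing the values gave 218.

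The paper counts 16 differentially expressed genes of PI3K/AKT signaling, and 2 of these 16 passed the same thresholds. None of the alternatives set before the data were examined reached the paper's number. The highest count was 5, with no fold threshold.

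For FGFR2, the paper's fold change is about 0.35 in Fig. 2d, read by eye, and the ratio of mean FPKM was 0.575. The ratio came within 1.5 times of the paper's without control replicate 1 (0.453), without control replicate 3 (0.506) and without TAX replicate 1 (0.448), and not without control replicate 2 (0.970), without TAX replicate 2 (0.624) or without TAX replicate 3 (0.654). Against control replicate 2 alone it was 0.317, against control replicate 3 alone 0.791 and against control replicate 1 alone 1.25, where the direction is reversed, all alternatives chosen after seeing the values. For AC007192.1, the paper's fold change is about 0.45 in Fig. 2d, read by eye, and the ratio was 0.107. None of the alternatives set before the data were examined closed the gap, with 0.0715 to 0.134 when other libraries were left out and 0.961 without control replicate 2. Against control replicate 3 alone it was 0.481, an alternative chosen after seeing the values.

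The paper names FGFR2 as the most significant of its PI3K/AKT genes. It ranked 10 by p, 13 by the size of the change in log2(FPKM + 1), a scale that understates low genes, and 4 by the ratio of mean FPKM, on which AC007192.1, ITGB8 and IL6 fell further. The ranks ran from 8 to 15 by p and from 6 to 15 by size over the alternatives. Fig. 2c shows DDIT4 lower after TAX, and its log2 fold change was 0.14, or -0.15 without control replicate 3. By qPCR in DU145 cells the paper reports less c-Myc and cyclin D1 mRNA after TAX. In the RNA sequencing, MYC had 31.4 ± 6.70 FPKM in control and 36.8 ± 3.02 FPKM in TAX-treated cells, a log2 fold change of 0.24 (adjusted p = 0.568 from limma), and CCND1 had 34.9 ± 0.933 FPKM and 45.7 ± 1.24 FPKM, a log2 fold change of 0.38 (adjusted p = 0.0740 from limma), with no overlap between the groups.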

Other observations

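All tests of explanations in this part were chosen only after the result was seen.

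Genes that the paper measured by other methods had the following values in the RNA sequencing of DU145 cells. AKT1 changed by 0.10 on the log2 scale (adjusted p = 0.726 from limma), RPS6KB1, the gene of S6K1, by -0.10 (adjusted p = 0.695) and EIF4EBP1, the gene of 4E-BP1, by 0.11 (adjusted p = 0.698), with overlap between the groups in each. PDGFA changed by -0.54 on that scale. MKI67 changed by 0.039 and the qPCR reference GAPDH by 0.078, with adjusted p of 0.915 and 0.844.

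Chance differences between the cultures were weighed for the counts and lists. By unadjusted p and 1.5-fold, 54 genes passed in the real split of the 6 libraries and 55 in the split of control replicates 1 and 3 and TAX replicate 2 against the rest, so 2 of the 10 splits gave as many. For the 16 genes of Fig. 2c, 2 passed in the real split and at most 1 in any other (1 of 10). Of the lists, the median of the Fig. 2c genes was as far from that of all genes in 2 of the 10 splits. The number was 3 for the PI3K/AKT/mTOR components, FGF receptor signaling and the p53 targets, 4 for the ATF4 targets and 5 for the FOXO and LXR targets. It was 6 for the NF-kB and NRF2 targets, 8 for the cell cycle and immediate early genes, 9 for the chaperones and hypoxia genes and 10 for the YAP targets. No share under 0.1 can be had from 10 splits.

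The split of control replicates 1 and 3 and TAX replicate 2 against control replicate 2 and TAX replicates 1 and 3 carries a second pattern, with 1124 genes at an unadjusted p under 0.05 against 1253 in the real split and 1 gene at an adjusted p under 0.05 (limma). Along it, the hypoxia list differed by 0.35 relative to all genes and the ATF4 targets by 0.49, the largest values of the 10 splits for both, while the real split gave -0.038 and 0.18. GC content and gene length held 7.37% of the variance along this split, but the hypoxia list kept a difference of 0.35 after the trend was removed, which argues against them as its whole cause. Depth could not be judged, since genes listed at 0 are a hint only. Control replicate 1, with 4640 such genes, and TAX replicate 3, with 4798, lie on opposite sides. A candidate explanation is the state of the cultures at harvest, such as oxygen or nutrient supply, with which the values of the hypoxia list (0.348) are consistent. No batch or culture density is given in the paper or the labels.

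The directions drawn in Fig. 2c can be set against each control library alone. Of 15 genes with a clear direction in the figure (all but PCK2), the TAX mean lay on the drawn side for 15 against control replicate 2, for 9 against control replicate 1, for 9 against control replicate 3 and for 14 against the mean of the 3 controls. Against control replicate 2, 15 of the 16 genes differed by more than 1.5-fold, compared with 4, 4 and 6 in the other comparisons. Of these, control replicate 1 gave no ratio for 2 of the 16 genes and control replicate 3 for 1, because the control was listed at 0. For FGFR2, PDGFA, SGK1 and ITGB8, the ratios to control replicate 2 lay within 1.10 times of those in Fig. 2d, and the ratios to control replicate 1, to control replicate 3 and to the mean lay up to 3.58, 2.26 and 1.64 times away. A candidate explanation is that control replicate 2 weighed most in the comparison behind the figure. For AC007192.1 this is argued against, since its ratio to control replicate 2 was 0.0386. Control replicate 2 also stands with TAX replicates 1 and 3 in the second pattern described above.

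AC007192.1 was at 3.32 FPKM in control replicate 2 and at most 0.267 FPKM in the other libraries. PIK3R2, which it overlaps, was at 3.99 FPKM in control replicate 2 and from 6.69 to 8.47 FPKM elsewhere, and IFI30 was at 2.36 FPKM against 4.66 to 6.14 FPKM. The sum of PIK3R2 and AC007192.1 was 7.32 FPKM in control replicate 2, within the 6.96 to 8.47 FPKM of the others, with a coefficient of variation of 8.3% against 22.9% for PIK3R2 alone. The estimator may thus have divided the same reads differently in this library. Among 61 pairs of a read-through name and 1 of its parts, both with a mean of at least 1 FPKM, 42 (68.9%) deviated in opposite directions within the groups, with a median correlation of -0.32 across pairs that are not independent. No biological explanation was tested for this gene.

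MATR3 changed by -1.15 on the log2 scale, with adjusted p of at most 0.121 over the alternatives. GENCODE 29 has 2 genes with this name, from 139273752 to 139331671 and from 139293648 to 139331677 on the plus strand of chromosome 5, and the tables list 1 value. A change in how reads were divided between them and a change in expression cannot be told apart, because the second gene has no value of its own. ATP5F1A was higher by 1.22, and a rise of the ATP synthase genes as a set was argued against, because the other 17 ATP5 genes tested had a median of -0.026, the highest being 0.24, with 0 at an adjusted p and 1 at an unadjusted p under 0.05. Its log2 fold change was 1.15 after quantile normalization and 1.16 after centring, so scaling left the rise almost unchanged. Its adjusted p was between 0.0039 and 0.281 over the alternatives and above 0.05 in 9 of 14, with either scaling, with lower filters and with 4 of the libraries left out in turn.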
